# Small nucleolar RNA Sf-15 regulates proliferation and apoptosis of *Spodoptera frugiperda* Sf9 cells

**DOI:** 10.1186/s12867-019-0128-9

**Published:** 2019-04-11

**Authors:** Bo Wu, Lei Huang, Wujie Qiu, Xiao Liu, Yawen Shen, Yiping Lu, Zonglin Yang, Xinmei Li, Bin Cui, Shidong Xu, Huili Qiao, Reng Qiu, Lunguang Yao, Yunchao Kan, Dandan Li

**Keywords:** snoRNA, Sf-15, Proliferation, Transcriptome, Sf9 cells

## Abstract

**Background:**

Small nucleolar RNAs (snoRNAs) function in guiding 2′-*O*-methylation and pseudouridylation of ribosomal RNAs (rRNAs) and small nuclear RNAs (snRNAs). In recent years, more and more snoRNAs have been found to play novel roles in mRNA regulation, such as pre-mRNA splicing or RNA editing. In our previous study, we found a silkworm C/D box snoRNA Bm-15 can interact with *Notch* receptor gene in vitro. To further study the function of Bm-15, we cloned its homolog Sf-15 from *Spodoptera frugiperda* and investigate the function of Sf-15 in Sf9 cells.

**Results:**

We showed that knocking down of Sf-15 can inhibit the proliferation, then induce apoptosis of insect *S*. *frugiperda* Sf9 cells, but the results were reversed when Sf-15 was overexpressed. De novo sequencing of transcriptome of Sf9 cells showed that the expression of 21 apoptosis-related genes were increased upon Sf-15 repression. Further analysis showed that a Ca^2+^-induced cell death pathway gene *Cn* (PPP3C, the serine/threonine-protein phosphatase 2B catalytic subunit), was significantly increased upon Sf-15 depression but decreased when Sf-15 was overexpressed, which indicated that *Cn* might be a potential target of Sf-15.

**Conclusions:**

We conclude that C/D box snoRNA Sf-15 can participate in apoptosis through regulating the expression of Ca^2+^-induced cell death pathway gene *Cn* in Sf9 cells. This is the first time that we found snoRNAs exhibiting dual functions in insect, which reveals a novel layer of ncRNA modulation in cell growth and death.

**Electronic supplementary material:**

The online version of this article (10.1186/s12867-019-0128-9) contains supplementary material, which is available to authorized users.

## Background

Small nucleolar RNAs (snoRNAs) are one of the most abundant non-coding RNA species of 60–300 nucleotides (nt) length and function in guiding 2′-*O*-methylation (mediated by C/D box snoRNAs) and pseudouridylation (by H/ACA box snoRNAs) in ribosomal RNAs (rRNAs), small nuclear RNAs (snRNAs), tRNAs, and mRNAs [1, 2]. However, in recent years, a variety of snoRNAs have been found to display novel functions, such as processing molecules into smaller fragments [3–12] and playing regulatory roles in transcriptional or post-transcriptional levels in human diseases [13–24]. For example, the brain-specific snoRNA, HBII-52, is involved in the regulation of RNA editing and pre-mRNA splicing of serotonin receptor 2C (5-HT_2C_R) through an 18 nt complementarity to the 5-HT_2C_R pre-mRNA, and plays important roles in Prader-Willi syndrome [17–19, 25–28]. Furthermore, accumulating evidence suggests that dysregulation of snoRNAs contribute to tumorigenesis [20, 29–32]. For example, accumulation of gas5-generated snoRNAs was related to growth arrest of breast cancer cells [12, 33]. Inhibition of tumor-abundant SNORD78 suppressed the proliferation of non-small cell lung cancer (NSCLC) cells via inducing G0/G1 cell cycle arrest and apoptosis, while SNORD78 overexpression promoted cell proliferation [15]. Additionally, SNORD113-1 was found to inactivate the phosphorylation of ERK1/2 and SMAD2/3 in MAPK/ERK and TGF-β pathways and suppress tumorigenesis in hepatocellular carcinoma [34], which indicated that the biological function of snoRNAs are various and elusive.

SnoRNAs in lepidopterous insects of silkworm *Bombyx mori* have been studied by Li et al. [2], but their functional roles have not been fully elucidated. In a previous study, we found a C/D box snoRNA, Bm-15, can interact with a *Notch* receptor gene in vitro [2]. To further study the function of this snoRNA, we cloned its homolog from *Spodoptera frugiperda* Sf9 cells, we found that Bm-15 was highly conserved between *B*. *mori* and *S*. *frugiperda*. Further analysis showed that suppression of Sf-15 inhibited cell growth and promoted cell apoptosis. Transcriptome analysis showed that a serine/threonine-protein phosphatase gene *Cn* was a potential target of Sf-15. This is the first report that a lepidopterous snoRNA can participate in cell growth through Ca^2+^-induced cell death pathway, which may provide new clues for understanding the function of snoRNAs.

## Results

### Detect the presence of Bm-15 in Sf9 cell

In our previous studies, we found that a C/D box snoRNA Bm-15 can interact with a *Notch* receptor gene in *B*. *mori*. To further study the function of Bm-15, we cloned its homolog in *S*. *frugiperda* Sf9 cells (whose transfection efficiency is much higher than cell lines of silkworm). We found that Bm-15 was conserved between *B*. *mori* and *S*. *frugiperda*, with sequence identity of 97% and similarly secondary structure (Fig. 1a, b). Eukaryotic C/D box snoRNAs guide 2′-*O*-methylation of rRNAs, snRNAs, and tRNAs through C/D box small nucleolar ribonucleoprotein particles (C/D box snoRNPs), which involves the core proteins of Snu13p/15.5 K, Nop58p/NOP58, Nop56p/NOP56, and Nop1p/Fibrillarin. To determine the characteristics of Sf-15, we used the antibody against Fibrillarin, one of the most important core protein of C/D box snoRNPs to pull down RNAs. Results showed that Sf-15 can be fished out by Fibrillarin (Fig. 1c), which suggested that Sf-15 might be a real snoRNA.

**Fig. 1:**
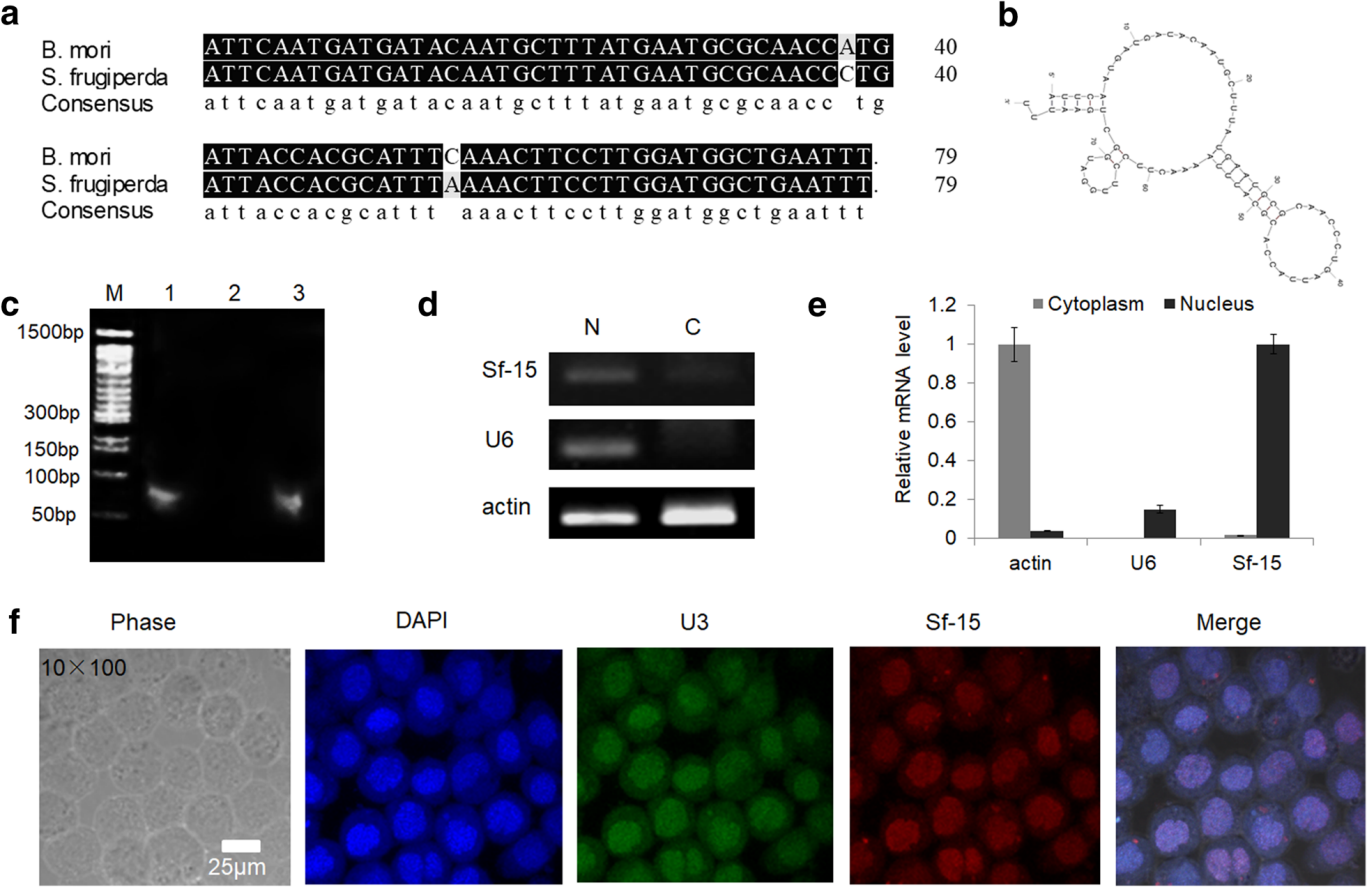
Characterization of Sf-15 in Sf9 cells. **a** Sequence identity of Bm-15 between *B*. *mori* and *S*. *frigiperda*. **b** Secondary structure of Sf-15 in *S*. *frigiperda*. **c** Abundance of Sf-15 that was pulled down by the antibody of Fibrillarin. M, 100 bp DNA ladders. 1–3 represented PCR products that were amplified from RNAs being pulled down by anti-Fibrillarin, serum and input, respectively. **d** Expression of Sf-15 in nucleus and cytoplasm of Sf9 cells. *N* Nucleus, *C* cytoplasm. **e** Relative expression of Sf-15 in nucleus and cytoplasm by quantitative real-time PCR. Results were calculated by relative Ct of different genes. **f** Fluorescent in situ hybridization of Sf-15. Phase represented cells observed under white light. U3 snoRNA was used as a nucleolar marker and was visualized by employing a 5′-FITC-labeled antisense oligonucleotide. The in situ hybridization probes of Sf-15 were labeled with Cy3 at the 5′ end, the nucleus was stained with DAPI. Scale bar represented 25 μm

Next, the cellular location of Sf-15 was detected in Sf9 cells. Results showed that Sf-15 was highly existed in the nucleus of Sf9 cells (Fig. 1d, e). Moreover, Immunofluorescence in situ hybridization (FISH) of Sf-15 with Cy3-labeled antisense probes confirmed that Sf-15 was dominantly in nucleus of Sf9 cells (Fig. 1f).

### Repression of Sf-15 blocks proliferation and promotes apoptosis and death of Sf9 cells

snoRNAs are located in the nucleoli, the traditional methods of RNA interference (RNAi) such as dsRNAs or siRNAs can hardly work, but RNase H1-dependent antisense oligonucleotides (ASOs) can be easily transported into the nucleus [35–38]. So here the modified ASO of Sf-15 was used to repress the expression of Sf-15 in Sf9 cells. Results showed that the expression of Sf-15 was inhibited by nearly 33% after 24 h transfection, and reached to 75% after 72 h transfection of ASO (Fig. 2a), which indicated that the modified ASO can effectively knock down the expression of Sf-15.

**Fig. 2:**
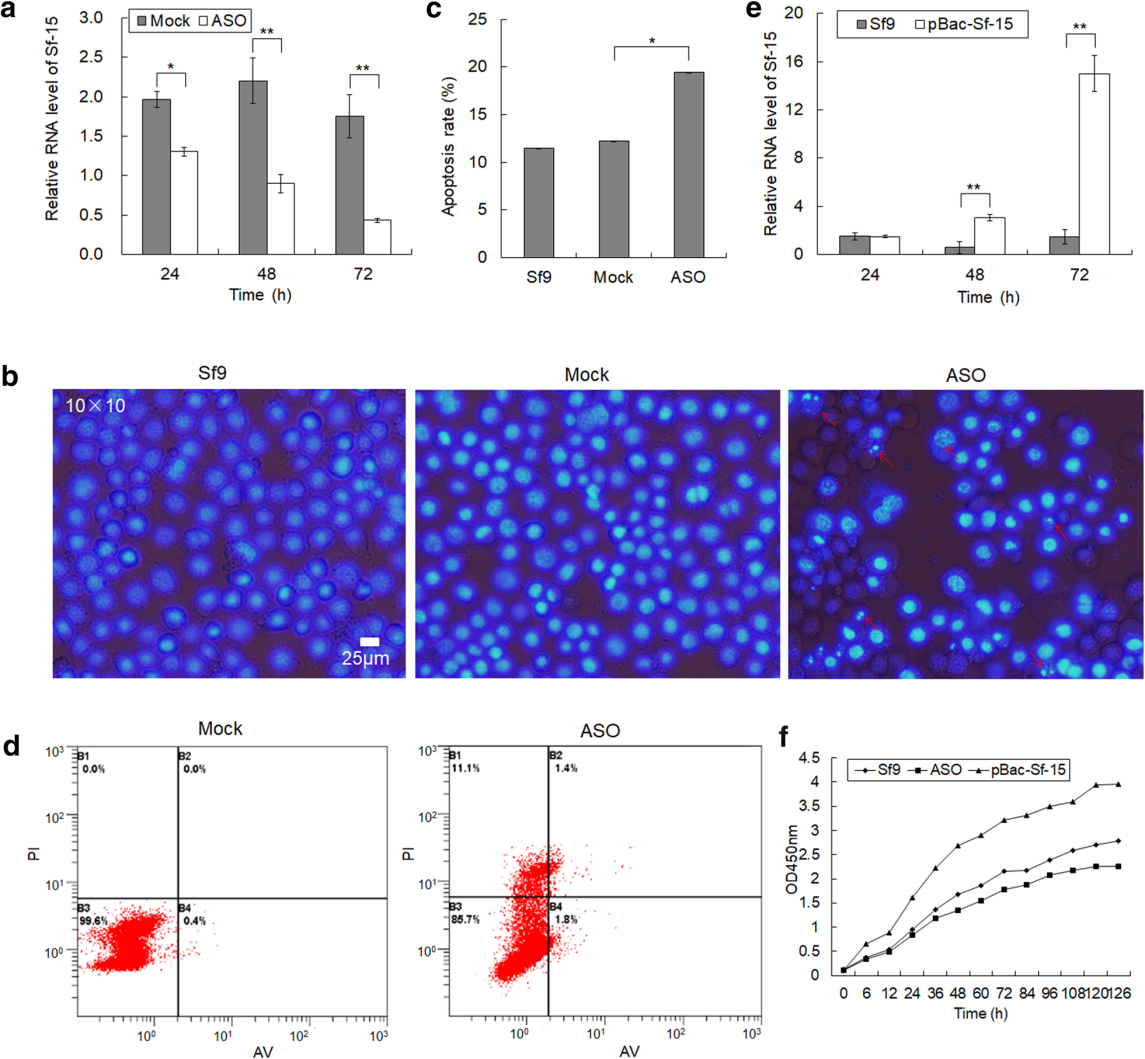
Knocking down of Sf-15 inhibited the proliferation and induced apoptosis and death of Sf9 cells. **a** Relative expression of Sf-15 after ASO transfection at different time-points. Mock means Sf9 cells transfected with antisense oligonucleotide of negative control (NC), ASO menas cells transfected with antisense oligonucleotides of Sf-15. U6 was used as an internal control. **b** DAPI staining showed chromatin condensation and apoptotic bodies in Sf9 cells after 72 h transfection of Sf-15 antisense oligonucleotide. Sf9 represented normal Sf9 cells, Mock and ASO refers to cells transfected with ASO of NC and Sf-15, respectively. Red arrows showed the apoptotic bodies. Scale bar represented 25 μm. **c** Apoptosis rate of cells that were transfected with antisense oligonucleotide of NC (Mock) and Sf-15 (ASO), respectively. **d** Apoptotic rates determined by Annexin-V/PI stain after transfection with antisense oligonucleotide of NC (Mock) and Sf-15 (ASO), respectively. The B3, B2, B4 and B1 quadrants in each panel represent the populations of normal, early and late apoptotic, and apoptotic necrotic cells, respectively. **e** Relative expression of Sf-15 after transfection of *pBac[A3*-*EGFP*-*A3*-*Sf*-*15]* (*pBac*-*Sf*-*15*) vector at different time-points. U6 was used as an internal control. **f** Growth curves of Sf9 cells detected by WST-8 method upon Sf-15 overexpression and repression. 6, 12, 24, 36, 48, 60, 72, 84, 96, 108, 120 and 126 h represented different timepoint after transfection of Sf-15 antisense oligonucleotides (ASO) and *pBac[A3*-*EGFP*-*A3*-*Sf*-*15]* (*pBac*-*Sf*-*15*) respectively. Sf9 means normal Sf9 cells

Cell morphology observations with DAPI showed that Sf9 cells with chromatin condensation and apoptotic bodies increased by approximately 9% after 72 h transfection of Sf-15 antisense oligonucleotides (Fig. 2b, c, number of examined cells of each sample is 1500). Moreover, flow cytometry assay revealed that the apoptotic rate of Sf9 cells increased by approximately 3.2%, and the death rate of cells increased 11.1% after 72 h transfection of Sf-15 ASO (Fig. 2d).

To further study the regulator roles of Sf-15 in cell growth, the overexpression vector *pBac[A3*-*EGFP*-*A3*-*Sf*-*15]* was used. Results showed that the expression of Sf-15 increased 5 times after 48 h transfection, while to 10 times after 72 h transfection (Fig. 2e), which indicated that the Sf-15 was successfully overexpressed. Then the cell proliferation rate was detected by WST-8 (the analogue of MTT), results showed that the cell growth rate was impaired by nearly 19% after 48 h transfection of Sf-15 ASO, but increased 38% as ectopic overexpression of Sf-15 at the same time-point (Fig. 2f), which indicated that Sf-15 might participate in the regulation of cell proliferation.

### Transcriptome analysis of knocking down and ectopic expression of Sf-15 in Sf9 cells

To determine the roles that Sf-15 plays in cell growth, RNA libraries of normal Sf9 cells (named Sf9), cells with repression (named ASO) and overexpression of Sf-15 (named Sf-15) were constructed respectively. 

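Sf9 is a continuous insect cell line derived from ovarian tissue of the fall armyworm *S. frugiperda*. The antisense oligonucleotide directs RNase H to cleave Sf-15 in the nucleus, and the overexpression vector transcribes Sf-15 from the *actinA3* promoter and also carries EGFP. The methods give a dose of 2 μg of plasmid or 50 nmol/L of ASO, while the sample labels give 2 μg for either. The time between transfection and RNA extraction is not given in the text of the paper. Each of the 3 conditions has 1 library and no replicate, so any test on the fragments of a pair of libraries compares the libraries and not the conditions. For each pair of libraries the authors deposited the raw fragments of each unigene, the FPKM (fragments per kilobase of unigene and per M (mega) mapped fragments), the log2 ratio of the FPKM values, a p-value and a false discovery rate. The raw fragments summed to 19.6 M in Sf9, 19.7 M in ASO and 18.0 M in Sf-15, and the unigenes with a fragment had a median of 37, 41 and 30 fragments, respectively. The unigenes carry assembly names without gene names or sequences, so Sf-15 itself could not be found among them and its level was not analysed here.

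A single unigene, CL1590.Contig3 of 8423 nt, took 1.84% of the fragments of Sf9 (exact 95% confidence interval 1.83% to 1.85%), 12.9% of ASO and 18.9% of Sf-15 (18.86% to 18.89%). Intervals of this kind cover counting error only. FPKM is scaled to all mapped fragments, so a larger share for 1 unigene lowers the FPKM of the others. Scaling by edgeR's TMM method instead raised every log2 ratio of Sf-15 to Sf9 by 0.25 and every ratio of Sf-15 to ASO by 0.26, and changed the ratios of ASO to Sf9 by -0.03.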

De novo transcriptome sequencing was used to detect the differential expression of protein coding genes. A total of 59,297,730, 59,614,986 and 57,045,606 raw reads were obtained from the three libraries of Sf9, ASO and Sf-15, respectively. After removing the low-quality reads and adaptor sequences, a total of 77,578, 82,715, and 73,398 contigs were obtained from the three libraries, respectively (Table 1). Finally, we got 46,529, 47,231 and 43,032 unigenes from Sf9, ASO and Sf-15, respectively, with an average length of 750 bp.

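The deposited comparisons use 1 unigene set for the 3 libraries, apart from the unigenes assembled for each library. It holds 42041 unigenes of 200 to 32587 nt, with a mean length of 1011 nt and a median length of 538 nt. Of these unigenes, 41737 had a fragment in Sf9, 41850 in ASO and 41748 in Sf-15, and 41393 had a fragment in all 3 libraries. At least 10 fragments were counted for 35634 unigenes in Sf9, 36531 in ASO and 33455 in Sf-15. Only 140 unigenes had a fragment in 1 library alone. Some contigs of 1 cluster had equal fragments in every library. CL257.Contig2 and CL257.Contig18 each had 29 in Sf9, 78 in ASO and 28 in Sf-15. Fragments may thus be counted for more than 1 contig, and counts of unigenes are not counts of separate transcripts.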

**Table 1:** Summary of De novo transcriptome sequencing

Samples	Total raw reads	Total clean reads	Total clean nucleotides (nt)	Contig number	Contig length (nt)	Mean contig length (nt)	Total unigene number	Total unigene length (nt)	Mean unigene length (nt)
Sf9	59,297,730	55,266,566	4,973,990,940	77,578	30,360,233	391	46,529	35,208,893	757
ASO	59,614,986	55,185,956	4,966,736,040	82,715	31,014,680	375	47,231	36,395,105	771
Sf-15	57,045,606	52,924,702	4,763,223,180	73,398	27,797,369	379	43,032	31,685,987	736

A total of 9291 (34.81%) unigenes were classified into 3 main GO categories (biological process, cellular component, and molecular function) and 57 subcategories (Fig. 3a, Additional file 1: Table S1). The large part of unigenes were assigned to cellular process, with a percentage of 14.98%, then followed by single-organism process (11.51%) and metabolic process (11.44%). A total of 17,700 COG functional annotations were obtained and classified into 25 functional categories (Fig. 3b).

**Fig. 3:**
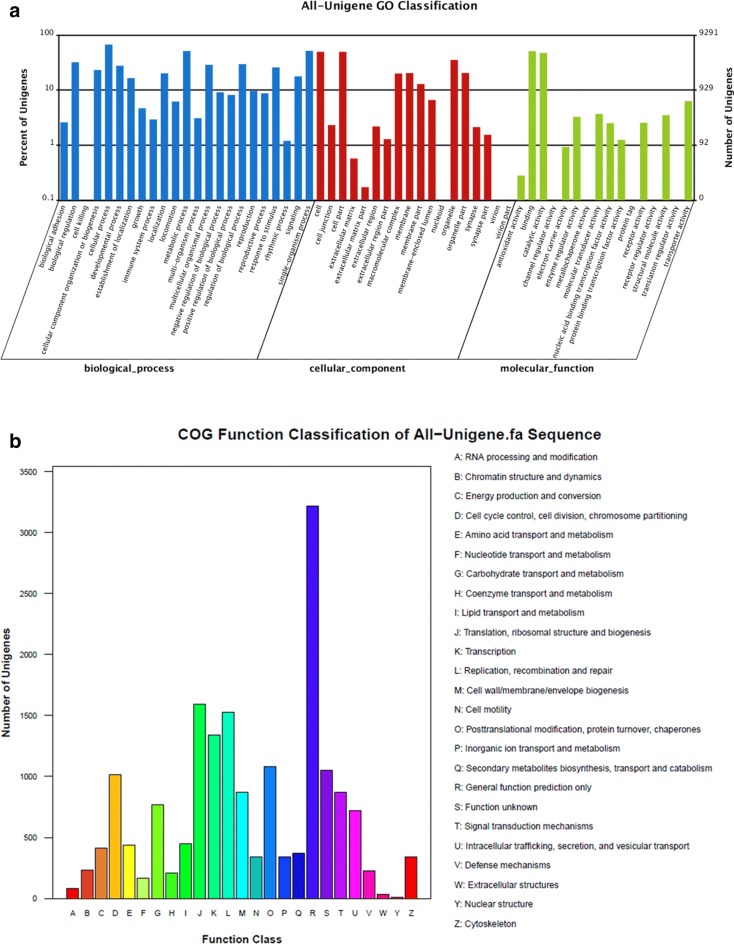
Functional classification of all unigenes from transcriptome sequencing results. **a** GO analysis of all unigenes in Sf9 cells. **b** COG function classification of all unigenes in Sf9 cells

Expression analysis showed that 355 unigenes were significantly upregulated and 1099 were significantly downregulated when Sf-15 was overexpressed. 

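The fragments of each unigene in the Sf-15 and Sf9 libraries were compared by a two-sided exact binomial test against the totals of the libraries, with Benjamini-Hochberg adjustment over the 41980 unigenes with a fragment in either. A unigene was called changed when its log2 ratio of FPKM was above 1 in size and its adjusted p was at most 0.001, with an FPKM of 0 replaced by 0.001 as in the deposited ratios. The paper's methods name the limit on the log2 ratio, and its text does not name a test. By this rule 337 unigenes were higher and 1043 lower in Sf-15 than in Sf9. All 1380 were also past a false discovery rate of 0.001 in the authors' own columns. The limit of 0.001 was taken from the p-values that Table S1 lists for the authors' calls, so this overlap is partly built in. The median log2 ratio of all unigenes was -0.25, and with TMM scaling 520 unigenes were higher and 503 lower. The rule takes counting error alone as the noise. With edgeR's exact test at an assumed biological coefficient of variation of 0.4, the alternative that lowered these counts most, 8 unigenes were higher and 2 lower. At that setting the test recovered 0 of 200 changed unigenes in simulated libraries, so these counts do not show an absence of change.

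Among the called unigenes with at least 100 fragments in either library, Unigene30391 (1439 nt) rose the most after 1 FPKM was added to both libraries. It had 4 fragments in Sf9, 3 in ASO and 8444 in Sf-15, a log2 ratio to Sf9 of 11.16 (exact 95% confidence interval 9.81 to 13.04). CL453.Contig2 (666 nt) had 1 fragment in Sf9 and 1275 in Sf-15, and the exact 95% interval of its log2 ratio was 7.96 to 15.74. Unigene24655 (253 nt) had 178 fragments in Sf9 and 1 in Sf-15, with an interval of -12.67 to -4.86. Unigene25198 (343 nt) had 307 and 5 fragments, a log2 ratio of -5.82 (-7.45 to -4.58).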

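In the ASO library, 1295 unigenes were higher and 992 lower than in Sf9 by the same rule, out of 42001 unigenes with a fragment in either library. Each contig of a cluster was counted on its own, so the number of separate transcripts is not known. The median log2 ratio of all unigenes was 0.05. The limit on the log2 ratio alone was passed by 5215 higher and 3678 lower unigenes. With an assumed coefficient of variation of 0.4, 4 unigenes were higher and 0 lower. CL453.Contig2 had 651 fragments in ASO, and the exact 95% interval of its log2 ratio to Sf9 was 6.85 to 14.64. Unigene13912 (1545 nt) had 3 fragments in Sf9 and 1511 in ASO, with an interval of 7.41 to 11.24. The same pair of unigenes that fell the most in Sf-15 also fell the most in ASO. Unigene24655 had 2 fragments in ASO, with an interval of -9.54 to -4.61. Unigene25198 had 6 fragments, a log2 ratio of -5.69 (exact 95% confidence interval -7.15 to -4.55).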

While 1372 were upregulated and 1051 were downregulated upon Sf-15 repression (Fig. 4b, Additional file 1: Table S1). 

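A total of 781 unigenes were past the call rule both in ASO and in Sf-15 against Sf9. All 781 changed in the same direction, 207 of them higher and 574 lower in both transfected libraries, and 0 changed in opposite directions. At an unadjusted p under 0.05 in the exact binomial test of both comparisons, 807 unigenes were higher in ASO and lower in Sf-15, 22 were lower in ASO and higher in Sf-15, and 8264 changed in the same direction. Across the 41393 unigenes with a fragment in all 3 libraries, the log2 ratios of ASO to Sf9 and of Sf-15 to Sf9 had a Pearson r of 0.63 and a Spearman rho of 0.59, and 68.9% of the unigenes had ratios of the same sign. Unigenes are not independent replicates, and both ratios share the Sf9 library. In 100 simulations of 3 unchanged libraries with counting error only, the shared library alone gave a mean r of 0.49, a mean rho of 0.44 and 66.2% of the same sign.

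A log2 ratio to Sf9 above 0 in ASO and of at most -1 in Sf-15, with no limit on p, was found for 909 unigenes. Table S1 lists the same 909. The converse, a ratio below 0 in ASO and of at least 1 in Sf-15, was found for the 202 unigenes that Table S1 lists as decreased. This rule was chosen after seeing the data. Of these 1111 unigenes, 5 were past the call rule in ASO against Sf9, 32 in Sf-15 against Sf9 and 111 in Sf-15 against ASO. The median of their largest fragment count in any library was 15. The 909 unigenes had a median log2 ratio of 0.51 in ASO and -1.34 in Sf-15. The 202 had medians of -0.27 and 1.29, and 89 of them had equal fragments in Sf9 and ASO, where the log2 ratio of -0.01 comes from the library totals.

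**Figure D1:**
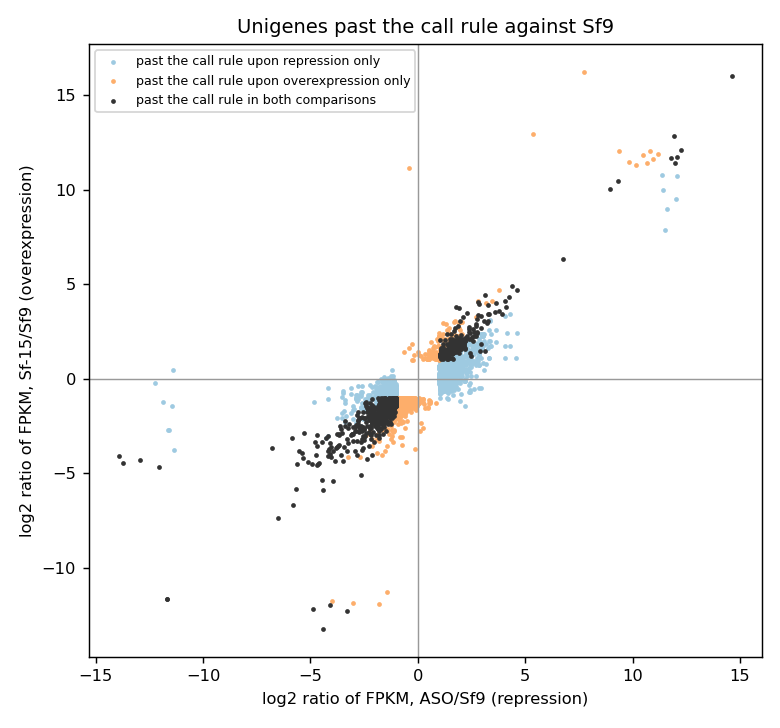
Log2 ratio of FPKM of ASO to Sf9 (horizontal axis) and of Sf-15 to Sf9 (vertical axis) for each unigene past the call rule in at least 1 of these comparisons, with an FPKM of 0 replaced by 0.001. The 781 unigenes past the rule in both comparisons (black) lie where both ratios have the same sign, and the others are past it upon repression only (blue, 1506) or upon overexpression only (orange, 599).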

Further analysis showed that the expression of 1111 unigenes had reverse expression pattern under Sf-15 overexpression and repression, the expressin of 909 genes were significantly increased when Sf-15 was knocked down, while 202 unigenes were significantly decreased when Bm-15 was repressed (Additional file 1: Table S1 and Additional file 2: Fig. S1). 

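Table S1 lists 21 unigenes of the apoptosis pathway by their assembly names. All 21 had a higher FPKM in ASO than in Sf9, with log2 ratios of 0.11 to 1.62 and a median of 0.39 (95% binomial interval of the median 0.30 to 0.71). Past the call rule upon repression were 3 of them, Unigene15078 with a log2 ratio of 1.04, Unigene18724 with 1.08 and CL798.Contig2 with 1.62. Their adjusted p in the exact binomial test was 5.02e-88, 7.64e-10 and 5.92e-77, respectively. These p-values cover counting error only. In edgeR's exact test, Unigene18724 was not past the rule at an assumed coefficient of variation of 0.1, and none of the 3 was at 0.2 or 0.4. An adjusted p of at most 0.05 upon repression was reached by 14 unigenes over all unigenes tested, and by 14 adjusted over the list alone. The authors chose the list on these libraries, so the latter is not independent evidence.

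All 21 unigenes had a lower FPKM in Sf-15 than in Sf9, with a median log2 ratio of -0.25 (-0.37 to -0.09), and 0 were past the call rule. The intervals of both medians take the 21 unigenes as independent draws. They cover neither the spread between cultures nor a shift common to all ratios. Without the 2 unigenes that had 3 fragments or fewer in a library, the medians were 0.37 upon repression and -0.24 upon overexpression. At an unadjusted p under 0.05 in the exact test, 7 differed, and 7 reached an adjusted p of at most 0.05, both over all unigenes tested and adjusted over the list alone. The median of all unigenes in this comparison was also below 0, and 11 of the 21 lay below it and 10 above. With TMM scaling or with median-of-ratios scaling, 11 of the 21 were lower in Sf-15, and Unigene18724 and CL798.Contig2 were among those that were higher. These scalings add 0.25 to every ratio of Sf-15 to Sf9, so this number shows only that the common direction depends on the scaling. Random lists of 21 unigenes matched on mean expression gave a lower median than the list in 99.1% of 10000 draws upon repression and in 56.3% upon overexpression. Of all unigenes, 25.2% were higher in ASO and lower in Sf-15, as all 21 were. A list chosen by these directions would give 21 of 21 and raise the 99.1% by the choice alone, so neither is independent evidence. Among unigenes that were, like the list, higher in ASO and lower in Sf-15, the shares of random lists with a lower median were 87.3% and 57.2%. From the higher expression of these genes upon repression and the reverse upon overexpression, the paper proposes that Sf-15 might take part in the apoptosis pathway. The paper's cell staining, flow cytometry and quantitative PCR are further evidence that was not analysed here.

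**Figure D2:**
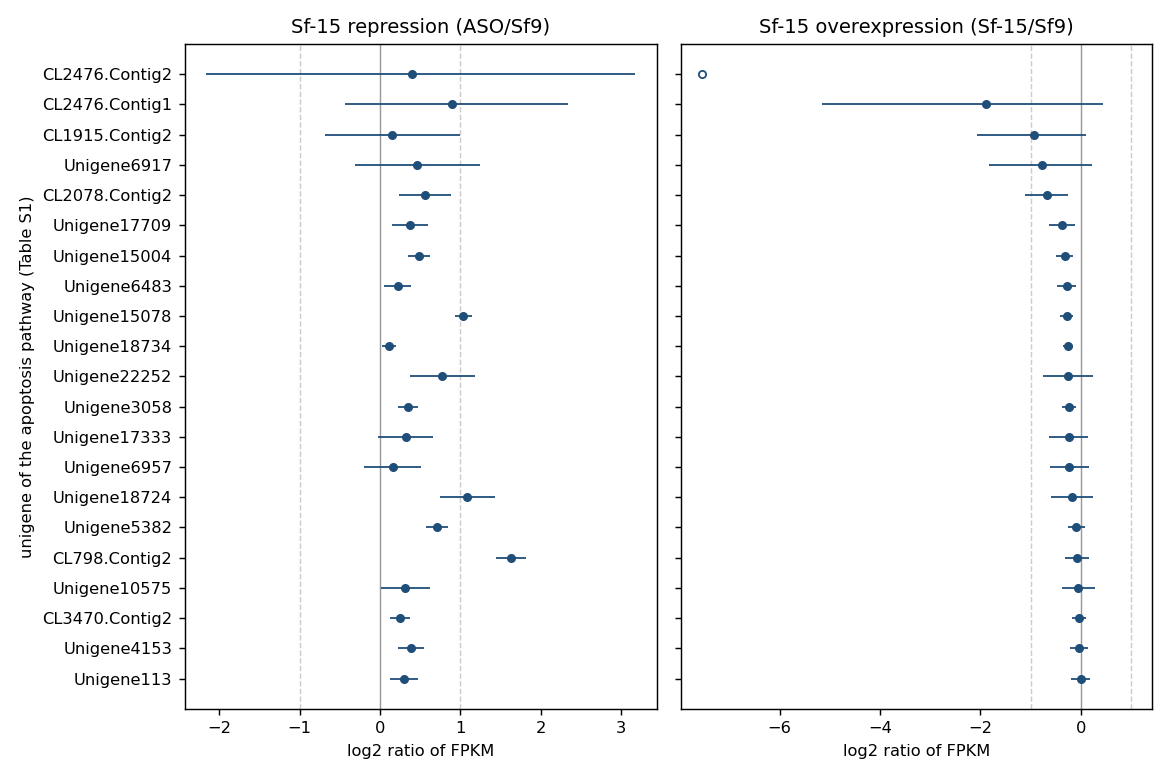
Log2 ratio of FPKM of ASO to Sf9 (left) and of Sf-15 to Sf9 (right) for the 21 unigenes, 1 library per condition, with bars for the exact 95% interval of counting error and dashed lines at a ratio of 1 in size. The open point has 3 fragments in Sf9 and 0 in Sf-15 and no bounded interval, and under TMM scaling 11 of the 21 stay below 0 on the right.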

Interestingly, 21 genes of the apoptosis pathway were upregulated upon Sf-15 repression (Fig. 4a and Additional file 1: Table S1), but with reverse expression pattern when Sf-15 was overexpressed, which indicated Sf-15 might participate in the apoptosis pathway.

**Fig. 4:**
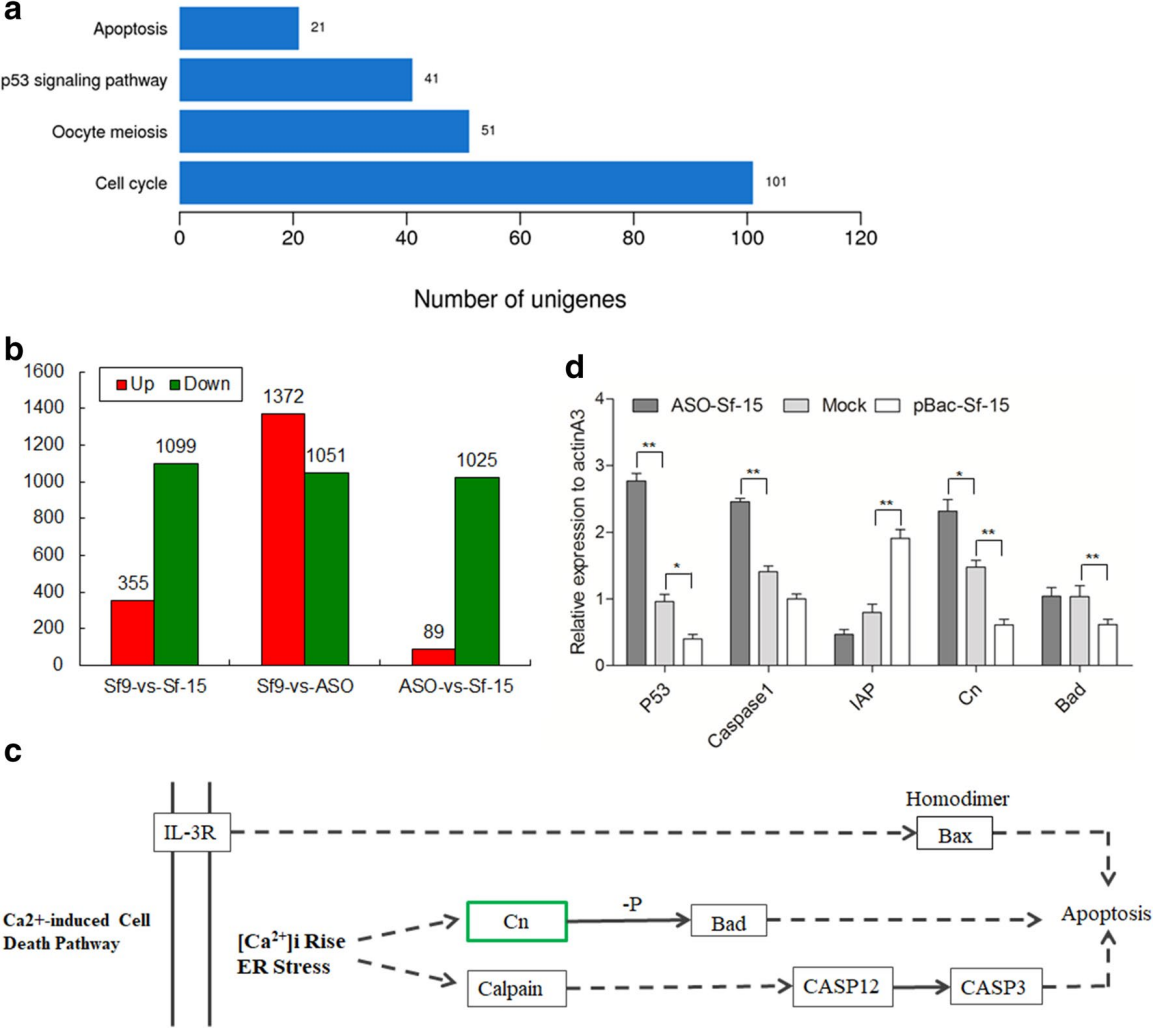
The potential targets of Sf-15. **a** KEGG pathway analysis of genes related to cell growth and death, which showed the numbers of genes in different signal pathways. **b** Numbers of genes with significantly varied expression upon Sf-15 repression and overexpression in Sf9 cells. Sf9 means normal Sf9 cells, Sf-15 represents cells transfected with the overexpression vector of *pBac[A3*-*EGFP*-*A3*-*BmSf*-*15]* (*pBac*-*Sf*-*15*). ASO means cells transfected with the antisense oligonucleotide of Sf-15. Red means the expression of genes were increased, green means the expression of genes were decreased. **c** Detailed information of genes in Ca^2+^ induced cell death pathway after overexpression of Sf-15 in Sf9 cells. Green box represented the expression of this gene was decreased upon Sf-15 overexpression but increased when Sf-15 was knocked down. **d** Quantitative real-time PCR results of genes in apoptosis pathway after transfection of Sf-15 antisense oligonucleotides (ASO) and overexpression vector *pBac[A3*-*EGFP*-*A3*-*Sf*-*15]* (*pBac*-*Sf*-*15*). *IAP* represented the inhibitor of apoptosis gene. *actinA3* was used as an internal control

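Between the transfected libraries, 82 unigenes were higher and 962 lower in Sf-15 than in ASO, out of 42002 unigenes with a fragment in either. Contigs of the same cluster were again counted separately. The median log2 ratio of all unigenes was -0.28, and 71.0% of the unigenes had a ratio below 0. With TMM scaling 178 were higher and 277 lower, and 359 of these 455 unigenes were also called without it.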

RT-PCR was carried out to further verify the sequencing results. We found that the expression of *p53* and *caspase*-*1* were increased when Sf-15 was knocked down, but decreased when Sf-15 was ectopic expressed in Sf9 cells. While the apoptosis inhibitor (*IAP*) gene had a contrary expression pattern (whose expression was decreased upon Sf-15 repression and increased when Sf-15 was overexpressed) (Fig. 4d), which indicated that Sf-15 might play roles in the process of cell growth and apoptosis.

### Sf-15 accelerate cell proliferation by targeting to *Cn* gene

To further study the targets of Sf-15, KEGG pathway of differentially expressed genes were analyzed, we found that 2 of the 21 apoptosis-related genes were significantly increased when Bm-15 was knocked down, especially the *Cn* gene (*PPP3C*, the catalytic subunit of *PP2B*, which encode a calcium-dependent serine/threonine phosphatase), with the log2 ratio of 7.5 (Fig. 4c). 

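Neither Table S1 nor the deposited comparisons pair *Cn* with a unigene name. The apoptosis sheet of Table S1 holds 1 unigene with a log2 ratio of 7.5 in size, CL2476.Contig2 (819 nt), and 1 other with a ratio above 1 in size, CL2476.Contig1 (1137 nt) of the same cluster, and both were taken for *Cn* on this ground. CL2476.Contig2 had 3 fragments in Sf9, 4 in ASO and 0 in Sf-15, where the exact 95% interval reaches up to 0.205 fragments per M mapped fragments. CL2476.Contig1 had 8 fragments in Sf9, 15 in ASO and 2 in Sf-15. In FPKM, CL2476.Contig1 stood at 0.359 in Sf9, 0.668 in ASO and 0.0976 in Sf-15.

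Upon repression, the log2 ratio to Sf9 was 0.40 for CL2476.Contig2, at 4 against 3 fragments with an exact 95% interval of -2.16 to 3.17 (exact binomial p = 1.0, adjusted p = 1.0), and 0.90 for CL2476.Contig1 (exact binomial p = 0.217, adjusted p = 0.382). A difference from Sf9 was not detectable at this depth for either. Upon overexpression, the exact 95% interval of the log2 ratio of CL2476.Contig1 to Sf9 was -5.15 to 0.45, which includes no change (exact binomial p = 0.142, adjusted p = 0.334). For CL2476.Contig2 no fold is given, since both libraries had 3 fragments or fewer (exact binomial p = 0.283, adjusted p = 0.532). The fragments of both contigs together were 11 in Sf9, 19 in ASO and 2 in Sf-15. Their sum gave an exact binomial p of 0.208 for ASO against Sf9, 0.0328 for Sf-15 against Sf9 and 0.000476 for Sf-15 against ASO, not adjusted, for 3 comparisons. Whether some fragments were counted for both contigs of the cluster is not known. If so, the sums hold the same fragments more than once, and these p-values may be too small.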

Quantitative real-time PCR results of *Cn* gene confirmed the results of transcriptome sequencing (Fig. 4d), which indicated that *Cn* might be a functional target of Sf-15. In the Ca^2+^ induced cell death pathway, *Bad* (Bcl-2/Bcl-xL-associated death promoter) was the downstream gene of *Cn*, the protein of which can be dephosphorylated by *Cn*. So the change of *Bad* was also detected by real-time PCR, results showed that the expression of *Bad* was decreased when Sf-15 was overexpressed, but with little variation upon Sf-15 repression, which was consistent with the transcriptome sequencing result, which indicated that *Cn* might regulate its downstream gene *Bad* not only in mRNA level but in the level of protein dephosphorylation. Further analysis showed that there is no sequence complement between Sf-15 and *Cn*, then how they interact with each other need much more evidence.

## Discussion

Regulation of apoptosis is essential for many developmental processes (Testa 2004). Recent years, besides protein coding genes, the non-coding RNAs were also found to be participated in cell growth and apoptosis in different organisms. For example, Gas5 (growth arrest specific 5), a tumor-suppressive long noncoding RNA, and a small nucleolar RNA (snoRNA) host gene similar to UHG (U22 host gene), encoded 10 human box C/D snoRNAs, can potently upregulates the transcription of tumor necrosis factor (TNF)-related apoptosis inducing ligand (*TRAIL*) by inducing H3K4 methylation/H3K27 demethylation. Overexpression of Gas5 transcripts were shown to induce growth arrest and apoptosis in several mammalian cell lines [12, 33, 39, 40]. Moreover, in *Drosophila*, the GAS5-origined scaRNA Dm46E3 had reverse expression pattern to its antisense protein coding gene *eiger* (who plays a key role in cell differentiation, apoptosis and immune response), might participate in embryogenesis of *Drosophila* through target to U1b snRNA, which indicated the novel role of snoRNAs in cell growth [41].

In our study, knocking down the C/D box snoRNA Sf-15 inhibited the proliferation and induced apoptosis and death of Sf9 cells. Then the expression of a serine/threonine-protein phosphatase 2B (*PP2B*) catalytic subunit gene *Cn*, was significantly increased upon Sf-15 depression. *Cn* is a Ca^2+^-dependent protein phosphatase (also known as *calcineurin*), which can catalyze the dephosphorylation of its downstream gene Bcl-2/Bcl-xL-associated death promoter (*Bad*), the dephosphorylated Bad can interact with Bcl-XL to initiate cell apoptosis and death [42]. The accumulation of *Cn* upon Sf-15 repression might increase the dephosphorylation level of Bad and initiate apoptosis and death of Sf9 cells. To investigate the mechanism that how Sf-15 interact with *Cn*, the sequences of Sf-15 and *Cn* were aligned in both strands, the secondary structure of them were also compared. But there was low potential of reverse complement between Sf-15 and *Cn* (data not shown). Moreover, we also analyzed whether Sf-15 had the potential to be precursor of miRNAs, but the answer was no. So how Sf-15 interact with *Cn*, and how Sf-15 participate in apoptosis through Ca^2+^-induced apoptosis pathway still need much more evidence.

Therefore, we hypothesize that Sf-15 might participate in the Ca^2+^ induced apoptosis pathway through regulating the expression of *Cn* and its downstream genes. Exploring how this snoRNA-mediated activity in apoptosis will be of great interest. Our finding of the apoptotosis-related snoRNA reveals a novel layer of snoRNA modulation in cell death program.

## Conclusions

More and more evidence showed that besides guiding 2′-*O*-methylation and pseudouridylation of rRNAs, snoRNAs can also interact with mRNAs, such as to be precursor of miRNAs, or compete with splicing factors at the splicing sites of pre-mRNAs. Here we found that knocking down of C/D box snoRNA Sf-15 induced apoptosis and death of Sf9 cells, further analysis showed that a Ca^2+^-induced cell death pathway gene *Cn* might be a potential target of Sf-15, which provide new clues for the functional excavation of snoRNAs in the future.

## Methods

### Cell culture and transfection

Sf9 cells were maintained in Grace medium (Thermo Fisher Scientific) containing 10% fetal bovine serum (FBS) (Thermo Fisher Scientific) at 28 °C. Cells were seed in 24-well plates to 70–80% confluency and further transfected with 2 μg of plasmid DNA or 50 nmol//L antisense oligonucleotides (ASO) employing Lipofectamine LTX and Plus Reagents (Thermo Fisher Scientific).

### RNA immunoprecipitation (RIP)

RNA immunoprecipitation (RIP) was followed the protocol of Selth et al. [43] with some modifications. Approximately 10^7^ Sf9 cells were cross-linked with 1% formaldehyde, the immunoprecipitation of Fibrillarin-containing protein complex was prepared with Protein G agarose (Roche) with the monoclonal antibody of Fibrillarin (Abcam). RNAs were isolated by phenol/chloroform/isoamylol. cDNA was generated by reverse transcription with 50 ng random hexamer primers from 2 μg total RNA using the Reverse Transcription System (Promega). PCR was performed as following, 94 °C for 5 min, then at 94 °C for 30 s, 55 °C for 30 s, and 72 °C for 30 s with 30 cycles. Primers used for Sf-15 was in the Additional file 2: Table S2. PCR products were detected by 2% agarose gel. RNA that being pulled down by serum was used as negative control, RNA that being extracted from cell lysate before immunoprecipitation (named as input) was used as the positive control.

### Nuclear and cytoplasmic RNA isolation and RT-PCR

The nuclear and cytoplasmic RNAs of Sf9 cells were extracted by Cytoplasmic & Nuclear RNA Purification Kit (Norgene), cDNAs were generated with 50 ng random hexamer primers (for ncRNAs) or oligo d(T)_15_ primers (for protein-coding genes) using the Reverse Transcription System (Promega). PCR was performed as following, 94 °C for 5 min, then at 94 °C for 30 s, 55 °C for 30 s, and 72 °C for 30 s with 25 cycles. The primers used for Sf-15, U6 and *actinA3* are listed in Additional file 2: Table S2. U6 and *actinA3* were used as nuclear and cytoplasmic control, respectively. PCR products were detected by 2% agarose gel.

### Fluorescent in situ hybridization (FISH)

FISH of Sf-15 in Sf9 cells was performed according to the method of Querido et al. [44]. Probe of Sf-15 used for in situ hybridization was as the following, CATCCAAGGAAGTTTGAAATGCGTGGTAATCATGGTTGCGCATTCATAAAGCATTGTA with Cy3-labeled at the 5′ end (TaKaRa). U3 was used as an internal control with FITC-labeled at the 5′ end (TaKaRa), nucleus was stained with DAPI. Localization of the Sf-15 was analyzed by fluorescent microscopy using laser scanning confocal microscope TE2000-E (Nikon).

### Plasmids construction and probe synthesis

Sf-15 was sub-cloned into the *pBac[A3*-*EGFP]* to construct the overexpression vector. Firstly, the *actinA3* promoter was cloned from the plasmid of *pBac[A3*-*EGFP]* with endonuclease BamHI and NocI, the fragment of Sf-15 was cloned from cDNA of Sf9 with NocI and KpnI at the 5′ and 3′ ends. *actinA3* promoter and Sf-15 were sub-cloned into the *pFBDM* vector, which constructed the vector of *pFBDM[A3*-*Sf*-*15]*. Next, *pFBDM[A3*-*Sf*-*15]* was digested by BamHI and BglII and ligated to *pBac[A3*-*EGFP]*, which constructed the *pBac[A3*-*EGFP*-*A3*-*Sf*-*15]* vector. These constructs were identified by sequencing performed by a commercial service provider (AuGCT Biotech).

To knock down the expression of Sf-15, the antisense oligonucleotides (ASO) of Sf-15 were used. ASO are designed in a 5-10-5 gapmer configuration (a chimeric antisense oligonucleotide that contains a central block of deoxynucleotide monomers sufficiently long to induce RNase H cleavage, gapmer is flanked by blocks of 2′-*O*-methoxyethol (MOE) modified ribonucleotides or other artificially modified ribonucleotide monomers can protect the internal block from nuclease degradation [45]), with the sequence of ugguuGCGCATTCATaaagc, the first and last five nucleotides were ribonucleic acids with MOE modification, the middle ten nucleotides were deoxyribonucleic acids, and the total probe had phosphorothioate (PS) chemical modification with Cy5-labeled at the 5′ end.

### Cell proliferation and apoptosis assays

Cell proliferation rate was detected using the Enhanced Cell Counting Kit-8 (Beyotime). Sf9 cells were transfected with *pBac[A3*-*EGFP*-*A3*-*Sf*-*15]* vector and ASO to overexpress and knock down of Sf-15, cells were collected at 6, 12, 24, 36, 48, 60, 72, 84, 96, 108, 120 and 126 h after transfection, 2000 cells were seeded in a 96-well plate in 100 μl of culture medium and incubated with 10 μl WST-8 (2-(2-methoxy-4-nitrophenyl)-3-(4-nitrophenyl)-5-(2,4-disulfophenyl)-2H-tetrazolium, monosodium salt) mixture, the analogue of MTT (3-(4,5-Dimethylthiazol-2-yl)-2,5-diphenyltetrazolium bromide), for 2 h. The absorbance of each sample was measured using a microplate reader at a wavelength of 450 nm. Each timepoint had three samples, each sample had three repeats.

Cell apoptosis detected by DAPI staining was carried out as following, Sf9 cells were collected after 72 h transfection of Sf-15 ASO, the nucleus was stained with DAPI, the chromatin condensation and apoptotic bodies were captured by fluorescent microscopy TE2000-E (Nikon).

The apoptosis rates of Sf9 cells were detected with the Annexin V-FITC cell apoptosis detection kit (Beyotime). 1 × 10^5^ cells were collected and stained with Annexin V-FITC and Propidium Iodide (PI), cells were incubated at room temperature for 20 min in dark place, then the apoptosis rates were detected on FC-500 flow cytometer (Beckman Coulter).

### Quantitative real-time PCR

Total RNA was extracted from different samples of Sf9 cells with TRIzol (Thermo Fisher Scientific) method. Synthesis of cDNA was performed with 2 μg of total RNA and 50 ng random hexamer primers (for ncRNAs) or oligo d(T)_15_ primers (for protein-coding genes) using the Reverse Transcription System (Promega). The primers used for ncRNAs and protein coding genes are listed in Additional file 2: Table S2. Quantitative real-time PCR was carried out using the FS Universal SYBR Green Master (Roche) on the CFX96™ Real-Time PCR Detection System (Bio-Rad). The thermal cycling consists a denaturation step at 95 °C for 10 min, then 40 cycles at 95 °C for 15 s, 55/58 °C for 30 s, and 72 °C for 30 s. Single PCR product was confirmed with the heat dissociation protocol at the end of the PCR cycles. The target gene abundance in each sample was normalized based on *U6* (for ncRNAs) or *actinA3* (for protein-coding genes) levels using the formula ΔCt = Ct target gene − Ct*U6* or *actinA3*. All experiments were conducted in three independent triplicates, each sample had three repeats.

### Illumina sequencing and de novo assembly

Total RNAs were extracted from normal Sf9 cell as well as cells being transfected with Sf-15 ASO and *pBac[A3*-*EGFP*-*A3*-*Sf*-*15]* with TRIzol method. Transcriptome sequencing was performed using Illumina HiSeq™ 2000. Raw reads with 3′-adaptors and repeating reads were removed, while nucleotides with a quality score lower than 20 were trimmed from the end of raw reads. Then, de novo assembly of the clean reads was conducted with Trinity (release-20130225), TGICLL (version 2.1) and Phrap (Release 23.0) programs to generate non-redundant unigenes.

### Bioinformatic analysis

Clean reads were aligned to NCBI non-redundant (NR) protein database, Swiss-Prot, KEGG, and Cluster of Orthologous Group (COG) databases using Blastx (E-value ≤ 1E−05). Unigene sequences were aligned to protein databases (NR, Swiss-Prot, KEGG and COG) to retrieve proteins with the highest sequence similarity to the given unigenes as their protein functional annotations. Furthermore, Blast2GO (version 2.5.0) [46] was used to obtain Gene Ontology (GO) annotation of unigenes with NR database. The WEGO software [47] was then used to perform functional classification of GO term for all unigenes and to comprehend the distribution of gene functions. The unigene sequences were aligned to the COG database to predict and classify possible functions. Pathway assignments were performed according to the KEGG database. The calculation of unigene expression was based on the FPKM method. We named genes with significantly differential expression when the log2 ratio of FPKM is more than 1. Genome sequence of *B*. *mori* and *S*. *frugiperda* were downloaded from SilkDB [48] and SPODOBASE [49, 50].

Sequence identity of Bm-15 between *B*. *mori* and *S*. *frugiperda* were aligned with the software of ClusterW (version 1.83). The secondary structure of Sf-15 was predicated by Mfold (Version 3.6) [51].

## Additional files

**Additional file 1: Table S1.** Differentially expressed gene list upon Sf-15 overexpression and repression. ASO and Sf-15 means cells were transfected with antisense oligonucleotides of Sf-15 and overexpression vector *pBac[A3-EGFP-A3-Sf-15]*, respectively.

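Table S1 has sheets of differentially expressed unigenes for each transfected library against Sf9, a pair of sheets for the unigenes with reverse expression pattern and a sheet for the apoptosis pathway. Each line gives the length of a unigene, its raw fragments and FPKM in a pair of libraries, their log2 ratio and the direction. The copy used here holds 1454 unigenes for Sf-15 against Sf9, and 1999 of the 2423 for ASO against Sf9. In the last 3 sheets, with 202, 909 and 21 unigenes, the columns headed ASO hold the deposited Sf9 fragments and FPKM for 1132 of 1132 entries, and the FPKM equals that of the ASO library for 0. The log2 ratio in these sheets equals the deposited ratio of Sf-15 to Sf9 for all 1132.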

**Additional file 2: Fig. S1.** Functional classification of genes with reverse expression pattern upon Bm-15 repression and overexpression. (A) GO classification of genes with expression being increased as Sf-15 was knocked down but decreased when Sf-15 was overexpressed. (B) GO classification of genes with expression being decreased when Sf-15 was knocked down but increased when Sf-15 was overexpressed. (C) Statistic analysis of the numbers of genes in figure A. (D) Statistic analysis of the numbers of genes in figure B. ASO and Sf-15 means cells were transfected with antisense oligonucleotides of Sf-15 and overexpression vector *pBac[A3-EGFP-A3-Sf-15]*, respectively. Up means the expression of genes were increased, down means the expression of genes were decreased. **Table S2.** Primer set used in the experiment. **Table S3.** Unigenes were subjected to Blastx against public protein database in Sf9 cells.

## Abbreviations

ncRNA: non-coding RNA
snoRNA: small nucleolar RNAs
rRNA: ribosomal RNA
snRNA: small nuclear RNAs
*Spodoptera frugiperda*: *S. frugiperda*
*B*. *mori*: *Bombyx mori*
Cn(PPP3C): serine/threonine protein phosphatase 3, catalytic subunit
5-HT_2C_R: serotonin receptor 2C
NSCLC: non-small cell lung cancer
FBS: fetal bovine serum
RIP: RNA immunoprecipitation
FISH: fluorescent in situ hybridization
WST: 2-(2-methoxy-4-nitrophenyl)-3-(4-nitrophenyl)-5-(2,4-disulfophenyl)-2H-tetrazolium, monosodium salt
MTT: 3-(4,5-dimethyl-2-thiazolyl)-2,5-diphenyl-2-H-tetrazolium bromide
DAPI: 4′,6-diamidino-2-phenylindole
ASO: antisense oligo nucleotide
NR: non-redundant
COG: Cluster of Orthologous Group
GO: Gene Ontology
IAP: apoptosis inhibitor
Bcl2: B-cell lymphoma 2
Apaf1: apoptotic protease-activating factor 1
Gas5: growth arrest specific 5
TNF: tumor necrosis factor
TRAIL: tumor necrosis factor-related apoptosis inducing ligand

How the deposited data were processed for this re-analysis (not part of the article)

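RNA of normal Sf9 cells, of cells transfected with the antisense oligonucleotide of Sf-15 (ASO) and of cells transfected with the overexpression vector (Sf-15) was sequenced by the authors on an Illumina HiSeq instrument, with 1 library per condition. The sample labels write Bm-15 where the paper writes Sf-15. The authors removed reads with adaptors, repeated reads and low-quality ends and assembled the clean reads with Trinity, TGICL and Phrap into unigenes. The aligner and the counting program are not named in the text of the paper.

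For each of the 3 pairs of libraries, the deposited table gives the length of each unigene, the raw fragments (counts without normalization), the authors' FPKM, the authors' log2 ratio of FPKM with an FPKM of 0 replaced by 0.001, and the authors' p-value and false discovery rate, whose method is not named. It was checked that the raw fragments sum to the total printed in the header in 3 of 3 libraries. Unigenes with 0 fragments in both libraries are not listed, and were taken as 0 when the tables were joined by unigene name. The Up or Down columns were not used. No unigene name matched a gene of the *S. frugiperda* reference gene table (0 names), so no genome positions are given.

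The libraries were compared from the raw fragments, recomputing FPKM and log2 ratios. The test was the exact binomial test, two-sided, of the fragments of a unigene against the library totals, with Benjamini-Hochberg adjustment over the unigenes with a fragment in either library. The call rule was a log2 ratio above 1 in size with an adjusted p of at most 0.001. With 1 library per condition the spread between cultures is unknown, so p-values cover counting error only, and no p is given across unigenes. The call rule, the main settings and most alternatives were set before the data were examined, but with Table S1 at hand, from whose p-values the limit of 0.001 was taken. The named unigenes were, in each direction and each comparison with Sf9, the 2 with the largest change after adding 1 FPKM to both libraries among those past the call rule with at least 100 fragments in either library, and in addition the unigenes of the apoptosis sheet of Table S1 that were past the rule or taken for *Cn*. Other unigenes named were chosen after their values were seen. Against a library with 3 fragments or fewer a named unigene is given with its fragments and, where it is bounded, the exact 95% interval of the log2 ratio. The log2 ratio itself is given there only for CL2476.Contig2 in ASO against Sf9, beside the paper's value for *Cn*.

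The alternatives were 1 FPKM added to both libraries, unigenes with at least 10 fragments in either library, the log2 limit alone, an adjusted p of at most 0.05, a log2 limit of 2, TMM scaling (edgeR 4.0.16), median-of-ratios scaling (as in DESeq2 1.42.0), and edgeR's exact test with an assumed biological coefficient of variation of 0.1, 0.2 or 0.4. For the relation of the 2 responses, the fragments of the Sf9 library were also split at random. Chosen after seeing the data were the authors' false discovery rate in place of the adjusted p, an adjusted p of at most 0.05 and a rule without p for the reverse expression pattern and the ASO columns of Table S1. The list of apoptosis unigenes was set against 10000 random lists matched on mean expression in 20 bins. Unchanged libraries were simulated 100 times with counting error only and with a coefficient of variation of 0.2 or 0.4.

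The test was tested on simulated data with 200 changed unigenes. With counting error only, the exact binomial test recovered 197 of them with 0 other calls, and with a simulated coefficient of variation of 0.2 it recovered 194 with 564 other calls. With counting error only, edgeR's exact test recovered 190 of the 200 at an assumed coefficient of variation of 0.1, 84 at 0.2 and 0 at 0.4. The changed unigenes were drawn from the more abundant ones, with changes well past the log2 limit, and only ASO against Sf9 was scored. Recovery of smaller changes or at fewer fragments is therefore not known. Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9, and R 4.3.3 were used. The quantitative PCR, flow cytometry and proliferation experiments were not analysed here.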

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

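The tests of composition, of shared reads and of plasmid transcripts were chosen only after the results were seen.

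A few unigenes that the paper does not discuss took a much larger share of the transfected libraries than of Sf9. CL1590.Contig3 had 1.84% of the fragments of Sf9, 12.9% of ASO and 18.9% of Sf-15. CL1590.Contig2, of the same cluster, had 0.136% in Sf9 and 1.85% in Sf-15. Unigene21105 (1367 nt) had 0.0806% in Sf9, 1.37% in ASO and 1.12% in Sf-15. The exact 95% confidence intervals of these shares do not overlap between Sf9 and either transfected library. If fragments had only been divided differently between contigs of 1 cluster, the summed share of the cluster would have stayed level. It rose instead from 2.01% in Sf9 to 13.5% in ASO and 21.1% in Sf-15, which argues against shared reads as the source. The rise is common to the ASO and the plasmid, so a response to transfection, a difference in the Sf9 culture, and a sequence brought in from outside the cells all stay open, since the reference is 1 library of normal cells and no unigene sequence was analysed here. An effect of the Sf-15 level was not tested on its own.

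Unigene30391 had 8444 fragments in Sf-15 against 4 in Sf9 and 3 in ASO. Unigene30392 (234 nt) had 322 fragments in Sf-15, and Unigene30393 (479 nt) had 250, with 0 in Sf9 for both. Transcripts of the transfected plasmid, which carries EGFP, are a candidate source. In all, 4 unigenes had at least 100 fragments in Sf-15 and at most 4 in each other library, 0 did so in ASO, which received no plasmid, and 2 did so in Sf9. Plasmid transcripts and transcripts that the cells made upon overexpression cannot be told apart here, because the sequences of these unigenes were not analysed here.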

How the results depend on the processing

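No paired analysis was possible because each condition has 1 library. The authors' false discovery rate, an adjusted p of at most 0.05 for the reverse expression pattern, the rule without p and the ASO columns of Table S1 were chosen after seeing the data.

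For Sf-15 against Sf9 (337 higher and 1043 lower), the log2 limit alone gave 2419 higher and 4732 lower, an adjusted p of at most 0.05 gave 700 and 2069, and a log2 limit of 2 gave 133 and 253. TMM scaling gave 520 and 503, and median-of-ratios scaling gave 512 and 507. These counts include 840 and 844 of the unigenes called in the main setting. An assumed coefficient of variation of 0.1 gave 189 and 573, of 0.2 gave 53 and 72, and of 0.4 gave 8 and 2. For ASO against Sf9 (1295 higher and 992 lower), adding 1 FPKM gave 792 higher. The log2 limit alone gave 5215 higher and 3678 lower, an adjusted p of at most 0.05 gave 2928 and 1930, a log2 limit of 2 gave 253 and 247, and the assumed coefficients of variation gave 555 and 529, 43 and 63, and 4 and 0. For Sf-15 against ASO (82 higher and 962 lower), adding 1 FPKM gave 532 lower. The log2 limit alone gave 1595 and 5777, an adjusted p of at most 0.05 gave 285 and 2333, a log2 limit of 2 gave 28 and 99, TMM scaling gave 178 and 277, median-of-ratios scaling gave 188 and 266, and the assumed coefficients of variation gave 32 and 271, 6 and 0, and 4 and 0. The stricter limits and larger assumed variation leave fewer calls by construction. TMM and median-of-ratios scaling raised the ratios of Sf-15 to Sf9 and to ASO, with more higher and fewer lower calls. They lowered the ratios of ASO to Sf9, with 1158 higher and 1081 lower under TMM and 1066 and 1122 under median-of-ratios scaling. In each of the 3 comparisons, every other alternative stayed within 1.5 times the main counts.

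The count of unigenes past the call rule in both comparisons and opposite was 0 in each direction. It stayed 0 with at least 10 fragments, with TMM or median-of-ratios scaling and with the authors' false discovery rate. The ASO columns as labelled in the deposited comparison with Sf-15 also gave 0. So did 1 FPKM added and an assumed coefficient of variation of 0.2, but there every call against Sf9 was also a main call. These last settings could therefore give no other count. The log2 limit alone in both comparisons gave 163 increased upon repression and 56 decreased, the call rule in 1 comparison gave 238 and 15, opposite signs of any size with a ratio of Sf-15 to ASO above 1 in size gave 3519 and 715, and the rule without p gave 909 and 202. An adjusted p of at most 0.05 gave 2 and 0.

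Of the 21 apoptosis unigenes, 11 rather than 21 were lower in Sf-15 than in Sf9 with TMM or median-of-ratios scaling, and their median log2 ratio was -0.0056 and -0.0077 instead of -0.25. Unigene18724 rose to 0.07 under both scalings (0.0709 and 0.0689) and CL798.Contig2 to 0.17 (0.170 and 0.168). The size of these changes is the shift of all ratios. Upon repression, all 21 stayed higher in ASO under both scalings, and 1 rather than 3 was past the call rule with 1 FPKM added. With median-of-ratios scaling 2 were past it, the ratio of Unigene15078 being 0.99. With the ASO columns of Table S1, which hold Sf9 values, 0 were higher in ASO, 0 were past the rule and the median was 0. For the unigenes taken for *Cn*, adding 1 FPKM cannot reverse the direction of a log2 ratio. Summing the fragments of both contigs cannot do so either, since both had the same direction. These settings therefore do not test the direction. The ASO columns as labelled in the deposited comparison with Sf-15 gave the same ratios as the main setting. Neither unigene was past the call rule, but at 0 to 15 fragments the depth cannot show a difference of less than several fold.

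The relation of the responses to the shared Sf9 library, with r of 0.63, rho of 0.59 and 68.9% of the same sign, had r of 0.76, rho of 0.71 and 71.7% in the 14386 unigenes with at least 100 fragments in a library, where simulated unchanged libraries with counting error only gave a mean r of 0.496, rho of 0.460 and 66.5%. With 1 FPKM added, r was 0.67 and rho 0.63, against simulated means of 0.490 and 0.449. With the Sf9 fragments split at random between the ratios, r was 0.41, rho 0.40 and the share 63.2%, against simulated means of 0.0064, 0.0020 and 50.0% with counting error only and of 0.337, 0.344 and 62.4% at a coefficient of variation of 0.4. With TMM scaling 72.2% had the same sign, a share for which unchanged libraries were not simulated. Of the other results for named unigenes, 121 kept their direction and side of the threshold, 15 kept their direction and lost the threshold, and 4, given above, reversed. Only the TMM and median-of-ratios scalings could reverse a direction. The other alternatives left the log2 ratio unchanged or, with 1 FPKM added, could not change its sign. These counts are therefore no measure of how stable the directions are.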

Differences from the paper's values

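The paper reports 1111 unigenes with reverse expression pattern, 909 significantly increased and 202 significantly decreased upon repression. Past the call rule in both comparisons and in opposite directions were 0, 0 and 0. Of the alternatives set before the data were examined, none closed the gap: the log2 limit alone gave 163 and 56, the call rule in 1 comparison 238 and 15, opposite signs of any size with a ratio of Sf-15 to ASO above 1 in size 3519 and 715, and the others 0 and 0. An adjusted p of at most 0.05, tried after seeing the values, gave 2 and 0. A ratio of any size upon repression with an opposite log2 ratio of at least 1 upon overexpression and no p, a rule chosen after seeing the values, gave 909 and 202.

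For *Cn* upon repression, the paper's log2 ratio is 7.5, and the values here were 0.90 for CL2476.Contig1 and 0.40 for CL2476.Contig2, the unigenes taken for *Cn*, the latter from 4 fragments against 3. The size of the paper's value equals that of the authors' deposited log2 ratio of Sf-15 to Sf9 for CL2476.Contig2, -7.55, which stands for overexpression, has the other sign, and comes from 3 fragments against 0. None of the alternatives set before the data were examined closed the gap. For *Cn* the paper also relies on quantitative PCR, which was not analysed here.

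The paper states that *Cn* was among the genes of the apoptosis list that rose significantly upon repression. Past the call rule were 3 unigenes, Unigene15078, Unigene18724 and CL798.Contig2, and neither unigene taken for *Cn*, with adjusted p of 1.0 and 0.382 in the exact test. With median-of-ratios scaling 2 were past the rule, Unigene18724 and CL798.Contig2. The paper's 2 include *Cn* and these do not include a unigene taken for it, so the equal number does not close the gap. The paper also states the reverse pattern upon overexpression for all genes of the list. All 21 had a lower FPKM in Sf-15 than in Sf9, but 0 were past the call rule. With TMM scaling 11 were lower, but this scaling adds 0.25 to every ratio of Sf-15 to Sf9. The 11 therefore show that the common direction depends on the scaling, and do not decide against the statement.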

Other observations

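The tests with CL1590 left out, the test on the correlation, the test of replacing 0, the tests on abundance and the test on the 202 unigenes were chosen only after the results were seen. The tests on 781 and 1111 unigenes were set before the simulations were run.

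The median log2 ratio of Sf-15 to Sf9 was -0.25, and the median of the 21 apoptosis unigenes was also -0.25. The larger share of the CL1590 contigs in Sf-15 may lower the ratios of the other unigenes. With these contigs left out of the totals, the median of all unigenes was 0.0668, past 0. In ASO, where the contigs took 13.5% against 2.01% in Sf9, the median log2 ratio to Sf9 was 0.05, and leaving them out moved it away from 0 to 0.23. The test therefore does not decide whether they explain the shift. In the same setting, 14 of the 21 apoptosis unigenes were no longer lower in Sf-15, but the setting adds 0.31 to every ratio of Sf-15 to Sf9, so this number decides nothing about the source of their common direction. Composition and an effect of Sf-15 cannot be told apart for them.

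All 781 unigenes past the call rule in both comparisons moved in the same direction. Simulations with counting error only gave 0 such unigenes, an outcome that the call rule fixes, since it is itself a limit on counting error. Across all unigenes, counting error of the shared Sf9 library is argued against as the whole cause of the correlation, since the highest r in 100 such simulations was 0.509 against the observed 0.63. Variation of the Sf9 library beyond counting error could give this pattern: at a coefficient of variation of 0.4, simulated unchanged libraries had a mean of 1910 such unigenes, 97.3% of them in the same direction. At 0.2 the mean was 77.6. Neither setting matches the numbers of calls, with means of 5761 upon repression and 5667 upon overexpression at 0.4 and of 549.7 and 538.04 at 0.2, against the observed 2287 and 1380. The highest r at 0.4 was 0.508, so independent variation of equal size in the 3 libraries leaves part of the relation unexplained. A response to transfection common to ASO and plasmid stays open and was not tested, because the Sf9 library comes from normal cells.

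The 1111 unigenes of opposite sign were more than counting error gave. Simulated libraries held a mean of 473 (430 to 524), which argues against counting error as the whole cause, and a mean of 828 at a coefficient of variation of 0.2. At 0.4 the mean was 2573 (2297 to 3354), with 1571 and 1002 in the parts, above the observed numbers, so variation between libraries beyond counting error stays open for all 1111, although this setting also gave more calls than observed in each comparison with Sf9. With counting error only, the parts differ: for the 909 the simulated mean was 279 (239 to 314), and for the 202 it was 194 (172 to 226). Counting error may therefore account for the number of the 202. An effect of Sf-15 stays open for the others, as does the shift of the ratios between Sf-15 and Sf9, which the simulations did not include.

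The log2 ratio of CL2476.Contig2 between Sf-15 and Sf9 rests on 3 fragments and 0. Its size is set by the replacement of an FPKM of 0 by 0.001, since the log2 of 0.001 over the FPKM in Sf9 is -7.55, the authors' deposited ratio. Whether the unigene decreased at all stays open at this depth (exact binomial p = 0.283). Of 575 unigenes with 3 fragments in Sf9, 24 had 0 in Sf-15 and 13 had 0 in ASO.

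The median log2 ratio of ASO to Sf9 fell with abundance, from 0.21 in the least abundant eighth of the unigenes to -0.18 in the most abundant. Counting error is argued against as the cause, since the simulated difference between these eighths had a mean of -0.01 (-0.0115) against the observed 0.39. Independent variation of the libraries is argued against as well, since at a coefficient of variation of 0.4 the highest simulated difference was 0.0239. For Sf-15 against Sf9, the medians in the same eighths were -0.29 and -0.34, a difference of 0.041. Simulated libraries with counting error only gave a mean of 0.110 there (-0.0495 to 0.122). A fall of the size seen in ASO was therefore absent in Sf-15. A difference between the libraries that depends on abundance and a biological cause stay open.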
